A study of Mus musculus with 15 samples. Its data were reported in "Histone H3.3 ensures cell proliferation and genomic stability during myeloid cell development" (2026).

How the data were processed

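Chromatin of mouse bone marrow-derived macrophages (BMDMs) was profiled by CUT&RUN, an assay in which an antibody guides a nuclease to a chromatin protein and the released DNA fragments are sequenced. The targets were the histone variant H3.3 carrying an HA tag, acetylation of histone H3 at lysine 27 (H3K27ac) and trimethylation of histone H3 at lysine 36 (H3K36me3). The HA tag had been inserted at H3f3b, one of the pair of genes that encode H3.3. The marks were profiled in wild-type (WT) cells, which carried floxed H3f3a and H3f3b alleles without Cre, and in H3.3 conditional knockout (cKO) cells, which also carried Cre at the myeloid gene Lyz2. The series had 15 samples. Region lists of 10 libraries were analyzed, 2 each for H3.3-HA, WT H3K27ac, cKO H3K27ac, WT H3K36me3 and cKO H3K36me3. The 5 control IgG samples were not analysed here as libraries, and enter only as the background that the authors used for peak calling. Group and replicate number came from the sample labels.

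The authors aligned paired-end reads to the mouse genome build mm10 with Bowtie2 in local mode and called enriched regions with HOMER in its histone mode, separately for each library and without pooling replicates. Per the file headers, every list was called with a peak size of 500 bp, a minimum distance of 1000 bp between peaks and a Poisson p-value threshold of 1e-03. At least 4-fold enrichment over the IgG control was required, with a Poisson p-value of 1e-04 over the control and over the surrounding 10000 bp. Peaks that passed were stitched into regions of variable length. The deposited lists give the start and end of each region in bp. Their score column is constant, so no height, fold or p-value per region was available and the regions could not be weighed by signal. The control directory named in the headers differed between H3.3-HA, WT and cKO libraries, so a difference between genotypes includes any difference between their controls. The total number of tags and the number of tags in regions were read from the headers. The differential binding analysis of the study used read counts per region, which the lists do not hold. Comparisons here therefore rest on the presence, number and length of called regions, and a region that is called in one library and missed in another can differ little in signal.

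Regions on chromosomes 1 to 19, X and Y were used. Coordinates are 1-based on mm10, and genes came from the GENCODE M21 annotation of the same build (GRCm38), with 21911 protein-coding genes. For each mark the 4 lists were merged into a single set of regions. A merged region was called gained when both cKO libraries and neither WT library overlapped it by at least 1 bp, and lost in the opposite case. The same rule was applied to the crossed splits, which pair a WT library with a cKO library. The similarity of a pair of libraries was the Jaccard index, the shared covered length divided by the length covered by either. The separation of genotypes was the mean index of pairs within a genotype minus the mean of pairs between genotypes. A region was placed by its midpoint, in the order promoter-TSS (1 kb upstream to 100 bp downstream of a start site), TTS, exon, intron and intergenic. H3.3-HA regions found in both replicates were compared with 100 shuffles within chromosomes, for which the smallest possible one-sided p is 0.00990. The window of a gene was its body plus 5 kb upstream for H3K27ac and its body for H3K36me3.

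Values per library were compared with a two-sided exact permutation test of 2 against 2 libraries, whose smallest possible p is 0.333, so no such comparison could reach 0.05. No p-value was given per region. Gene lists were tested one-sided against 10000 random lists of the same size, matched on deciles of gene length and on the number of libraries with a region in the window, with genes that had a region in at least 2 of the 4 libraries as background. Fisher's exact test (two-sided, without matching) was run beside it, and the 8 comparisons of lists were adjusted by the Benjamini-Hochberg method. The interferon list (71 symbols), the lipid and sterol synthesis list (38 symbols) and the macrophage list (20 symbols) were written from general knowledge. The RNA up list (356 symbols) and the RNA down list (248 symbols) were the genes that the study called higher and lower in cKO BMDMs on day 7 of culture, taken as distinct symbols only, without the entries that carried no symbol, and measured in RNA libraries outside this series of lists. Of these symbols 70, 38, 20, 341 and 228 matched a protein-coding gene. Genes carrying a change of both marks were compared with 10000 permutations within deciles of gene length. The share of WT regions lost with and without an H3.3-HA region was compared after matching on deciles of region width, with a 95% interval from 1000 bootstrap draws of chromosomes. Wilson 95% intervals are given for shares of counts, and cover counting error only.

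The named genes followed a fixed rule. They were the targeted genes H3f3a and H3f3b, the genes shown by the study (among them Ifi44, Lpin1, Adgre1, Cntnap5c and Impdh1), the 5 genes with the greatest summed length of gained or lost regions for each mark and direction, and at most 5 genes of the interferon list per mark. Some genes that the rule selects are not reported here. The main tests, the gene lists, this rule and all but a single kind of alternative were fixed before the data were examined. Comparisons of single pairs of libraries, counts of genes with opposite changes of the marks and several tests of explanations were added later. These alternatives were the top 75% of each list by width (the lists hold no score to rank by), lists of equal length, regions of at least 1 kb, autosomes only, a 50% overlap rule, 1 kb bins, joining of regions up to 1 kb apart, other gene windows, a block on the replicate number, and leaving out each replicate in turn. Ranking by the order of the list in place of width was added after seeing the data.

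Depth ranged from 5365319 to 29988098 tags per library. Counting error on the share of tags in regions was small at this depth, so the spread between the 2 replicates sets the precision of that share. The effect of depth on whether a region was called was not tested. The region rules were tested on simulated lists with 10% of the regions, planted ones included, dropped at random from each library, so that 81% of the planted regions should meet the rule. Of 200 planted gained and 200 planted lost regions, 81% and 85.5% were recovered in the simulation built on 61764 H3K27ac regions, with 500 false gained regions. In the simulation built on 49741 H3K36me3 regions, 79% and 80.5% were recovered, with 424 false gained regions. The dropout was a setting, and the WT replicates of the data differed more. For H3K27ac, 23126 merged regions were only in WT replicate 1 and 14507 only in WT replicate 2. For H3K36me3 these numbers were 9472 and 11373. The false counts follow from the set dropout, so they do not measure false gains in the data. In 200 random gene lists drawn without any effect from 21911 genes, 4% fell below 0.05. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.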

Results

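Regions enriched for H3.3-HA, H3K27ac and H3K36me3 were compared across 10 CUT&RUN libraries of mouse BMDMs, 2 per group. The H3.3-HA libraries held 6951296 and 5365319 tags and yielded 50456 and 49099 regions. The WT H3K27ac libraries held 28366343 and 16444864 tags with 61764 and 54630 regions. The cKO H3K27ac libraries held 29988098 and 25560110 tags with 35018 and 41444 regions. For H3K36me3, the WT libraries held 15086387 and 14027132 tags with 49741 and 49931 regions, and the cKO libraries 23782914 and 23503055 tags with 43586 and 43927 regions. Regions had a median width between 757 and 1332 bp, and the narrowest regions of 9 of the 10 lists measured 501 bp.

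The targeted genes were examined first. H3f3a lies on the minus strand of chromosome 1 (180800832 to 180813943, mm10). H3K27ac regions covered 16.5% ± 0.0539 of its body in WT and 23.9% ± 4.31 in cKO, and H3K36me3 regions 75.1% ± 3.90 and 70.4% ± 3.63 (SD, n = 2 each). Exon 2 of transcript H3f3a-201 (180811799 to 180811949), which the floxed design removes, carried no called region in any of the 10 libraries. Exons 1 and 3 of H3f3a-201 were overlapped by H3K27ac regions in 2 of 2 cKO libraries and 0 of 2 WT libraries. H3f3b lies on the minus strand of chromosome 11 (116021912 to 116027962). H3K27ac regions covered 24.0% ± 0.175 of its body in WT and 64.5% ± 12.9 in cKO, and H3K36me3 regions 12.4% ± 2.51 and 36.6% ± 4.23 (SD, n = 2 each). Exon 1 of H3f3b-201 (116024379 to 116024504) and exon 4 (116021961 to 116023535) were overlapped by H3K27ac regions in 2 of 2 cKO libraries and 0 of 2 WT libraries. Exons 2 and 3 carried no region in any of the 10 libraries. By the floxed design exons 1 to 4 of H3f3b lie between the loxP sites, so these cKO regions lay at least in part inside the interval to be deleted. The coordinates of the loxP sites were not used here, so how much of the called length lay inside was not measured. The study reported the deletion from PCR, RNA and protein, though that of H3f3b appeared complete in some cKO samples and partial in others. The lists did not show the deletion. WT and cKO below therefore refer to libraries as labelled, and each direction between them rests on those labels.

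The H3.3-HA libraries addressed where H3.3 lies. Regions of replicate 1 were overlapped by replicate 2 in 60.1% of cases and those of replicate 2 by replicate 1 in 59.6%, with a Jaccard index of 0.348. The replicates shared 27649 merged regions with a median width of 1688 bp. This number was moved most by a minimum width of 1 kb, which gave 11095. Of the shared regions, 68.8% (Wilson 95% interval 68.3 to 69.4%) were genic by midpoint, against a mean of 42.0% (41.3 to 42.7%) in 100 shuffles. Introns held 56.2%, exons 3.97%, TTS 4.01% and promoter-TSS 4.65%, which was 3.6-fold the shuffled share for promoter-TSS. Introns and exons together held 60.2%. Intergenic regions made up 31.2% against 58.0% in shuffles. Counting all annotated genes moved the genic share most, to 74.8%.

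For the marks, the number of H3K27ac regions was 58197 ± 5044.5 in WT and 38231 ± 4543.87 in cKO (SD, n = 2 each), a difference of -19966. Both libraries labelled cKO lay below both WT libraries, and the exact permutation p was 0.333, the smallest possible with 2 against 2. The covered length was 82.2 ± 10.5 Mb in WT and 54.1 ± 11.2 Mb in cKO (SD, n = 2 each), and tags in regions made up 22.8% ± 1.81 and 14.8% ± 4.26 of all tags. The mean number of tags per kb of region was 61.8 ± 20.4 in WT and 75.2 ± 2.22 in cKO. This density was not corrected for depth, and the cKO libraries had 124% of the WT tags. It therefore does not show denser signal in cKO. A minimum width of 1 kb moved the difference in number most, to -7971.5. For H3K36me3 the numbers were 49836 ± 134 in WT and 43756.5 ± 241 in cKO (SD, n = 2 each), a difference of -6079.5 with an exact permutation p of 0.333. The covered length was 167 ± 4.89 Mb in WT and 127 ± 51.5 Mb in cKO, a difference of -39.9 Mb that was smaller than the spread of the cKO pair. That difference rested on cKO replicate 1, which covered 90.7 Mb, while cKO replicate 2 covered 163 Mb. Without cKO replicate 1 the difference was -3.55 Mb. Tags in H3K36me3 regions made up 19.3% of all tags in cKO replicate 1 and 46.5% in cKO replicate 2. In WT replicates 1 and 2 they made up 47.1% and 50.2%.

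**Figure D1:**
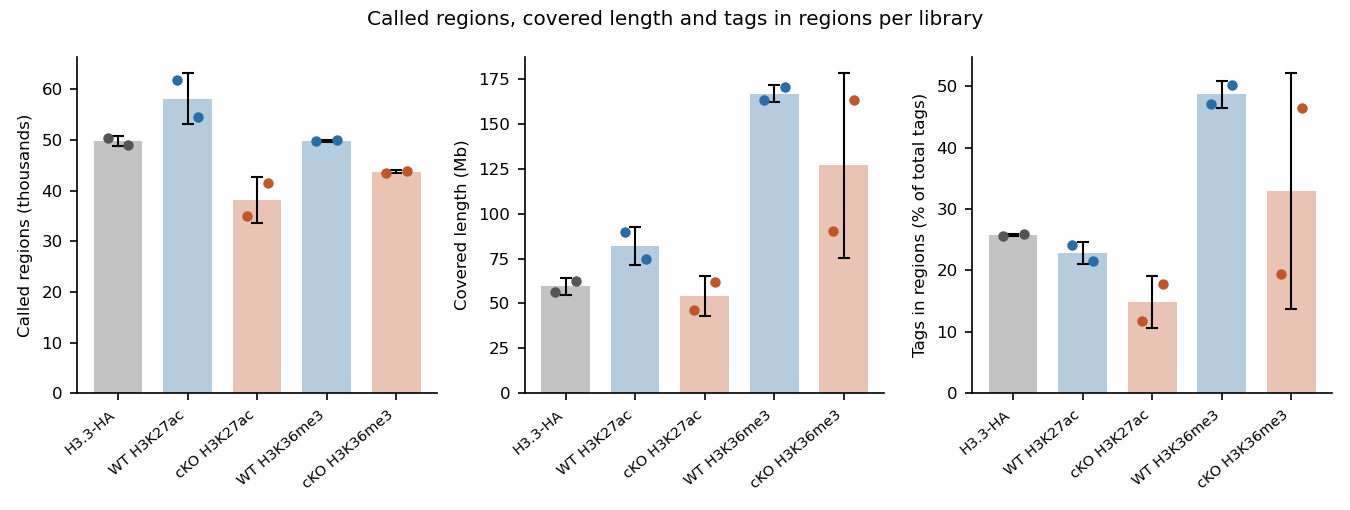
Number of called regions, covered length in Mb and tags in regions as a percentage of all tags, for each group. Bars are means of 2 libraries, points are libraries and error bars are SD. For H3K36me3 the cKO replicates lie apart, at 90.7 and 163 Mb.

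Whether libraries of the same genotype shared more covered bases was tested next. For H3K27ac the mean Jaccard index was 0.530 within and 0.335 between genotypes, a separation of 0.196. The crossed splits gave -0.101 and -0.0941. A minimum width of 1 kb moved the separation most among the alternatives that kept all libraries, to 0.229. For H3K36me3 the separation was 0.0886, with 0.633 within and 0.544 between genotypes, and crossed splits of -0.0401 and -0.0485. The exact permutation p was 0.333 for both marks, the smallest that 3 splits can give. The H3K36me3 value depended on the WT pair, whose index was 0.745. The cKO replicates shared less with each other (0.521) than cKO replicate 2 shared with WT replicates 1 and 2 (0.644 and 0.650). The separation was -0.0237 without WT replicate 1, -0.0231 without WT replicate 2 and 0.303 without cKO replicate 2.

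Merging the H3K27ac lists gave 89774 regions, of which 15390 were called in all 4 libraries. There were 2995 gained regions, called in both cKO and neither WT library, and 12771 lost regions. The total of 15766 compares with 2003 and 2422 for the crossed splits, where a single pair accounted for 583 to 1839 regions. Lost regions were 81.0% of the changed regions. With lists of equal length the counts were 4472 gained and 6239 lost, a lost share of 58.2%. The ratio of lost to gained regions fell from 4.26 to 1.40. The ratios between the pairs of the crossed splits were 1.09 and 3.15 with full lists and 1.03 and 1.60 with equal lists. In absolute number, one-kilobase bins moved the counts most among the alternatives that kept all libraries, to 7175 gained and 22448 lost bins. Each count also depended on the replicates, and leaving out any library eases the rules for both gains and losses. Without cKO replicate 1 there were 12152 gained and 15207 lost regions, and without WT replicate 2 there were 4344 and 32224.

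For H3K36me3, 58545 merged regions included 15289 called in all 4 libraries, 1433 gained and 5559 lost regions. The crossed splits totalled 1995 and 1729, against 6992 for the genotypes, and single pairs of the crossed splits reached 1766, which exceeded the gained count. The ratio of lost to gained regions was 3.88, below the ratios of 7.71 and 4.92 between the pairs of the crossed splits. With lists of equal length there were 1796 gained and 4139 lost regions, a lost share of 69.7% against 79.5% with full lists. Without cKO replicate 1 there were 9085 gained and 6249 lost regions, and without cKO replicate 2 there were 4472 and 12450. In comparisons of 1 WT with 1 cKO library, which were added after the counts were seen and favor neither direction, the ratio of regions only in WT to regions only in cKO was 4.66 and 5.38 for cKO replicate 1 and 1.18 and 1.36 for cKO replicate 2. The rule counts a long region as kept when a fragment of it remains, so it understates partial losses of this broad mark.

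**Figure D2:**
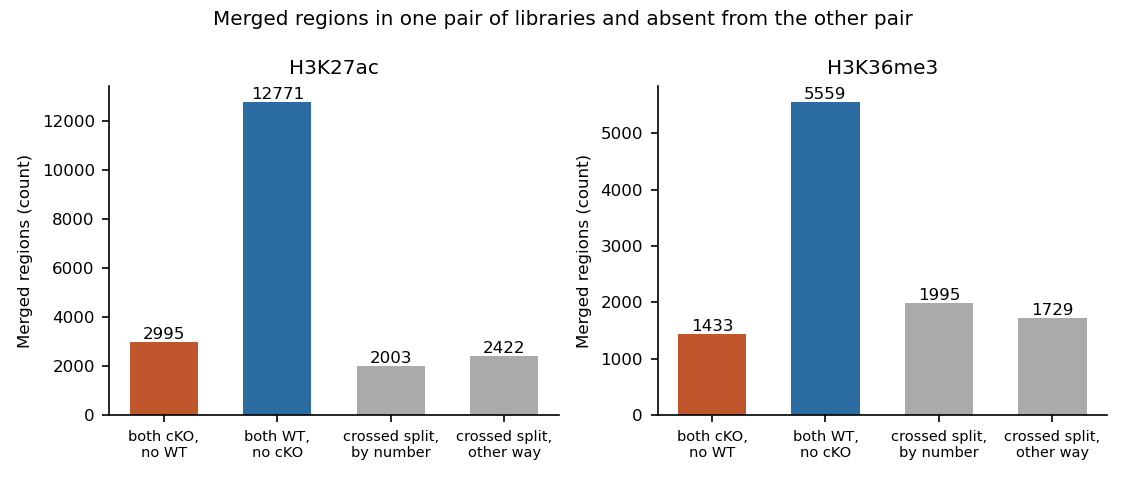
Merged regions present in both libraries of a pair and absent from the other pair, as counts, for H3K27ac and H3K36me3. Colored bars are the genotype split, with 2995 gained and 12771 lost H3K27ac regions and 1433 gained and 5559 lost H3K36me3 regions. Grey bars give both directions of each crossed split together, from 1729 to 2422 regions.

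Gained and lost regions differed in position. Of the gained H3K27ac regions 15.4% lay at promoter-TSS, against 1.68% of the lost regions and 9.16% of the regions in all 4 libraries. Introns held 49.1% of gained and 74.0% of lost H3K27ac regions. Introns and exons held 70.6% of gained and 86.8% of lost H3K36me3 regions, against 91.2% of those in all 4 libraries. By summed gained H3K27ac length, the leading genes included Gm20388 (20371 bp), Csk (10257 bp), Mtus1 (9366 bp) and Itgb7 (7722 bp). The annotation of Gm20388 spans 4.43 Mb of chromosome 8 and overlaps 73 other protein-coding genes, so its regions cannot be assigned to it. At Itgb7 the gained region lay at a promoter on chromosome 15 (102228466 to 102236187). The greatest lost H3K27ac length was at Snx29 (50450 bp), Fgfr2 (47115 bp), Elmo1 (45686 bp), Peak1 (45090 bp) and Pid1 (44899 bp). The annotation of Fgfr2 spans 2.96 Mb and overlaps 30 other protein-coding genes.

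For H3K36me3, the greatest gained length was at Gm4951 (28516 bp), Ifi44 (17929 bp), Phf11a (17091 bp), Axl (15694 bp) and Oasl1 (12563 bp). At Oasl1 (chromosome 5, 114923240 to 114937915) no WT library had an H3K36me3 region and the cKO coverage was 83.1% ± 3.56 (SD, n = 2). At Axl the spread was as large as the mean, 35.5% ± 37.2 in cKO (SD, n = 2). The greatest lost H3K36me3 length was at F13a1 (45485 bp), Ahrr (34897 bp), Zdhhc14 (34610 bp), Snx29 (32031 bp) and Fgfr2 (31562 bp). At F13a1 (chromosome 13, 36867178 to 37050244) H3K36me3 coverage was 44.2% ± 4.26 in WT and 6.52% ± 0.339 in cKO (SD, n = 2 each). At Ahrr it was 40.8% ± 2.07 in WT, and no region was called in cKO.

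The position of the marks relative to H3.3 was then measured. Of the 27649 shared H3.3-HA regions, 60.4% (Wilson 95% interval 59.8 to 60.9%) overlapped a region found in both WT H3K27ac libraries, 9.87-fold the shuffled mean of 6.11%. For regions in both cKO libraries the share was 43.2%, 10.8-fold the shuffled mean. For H3K36me3 the WT share was 31.0% (30.5 to 31.6%), 3.27-fold the shuffled mean of 9.48%, and the cKO share was 30.7%, 4.01-fold. None of the 100 shuffles reached an observed value, which gives the smallest possible one-sided p of 0.00990. Both marks overlapped 19.9% of H3.3-HA regions and neither mark 28.5%. Requiring 50% of the H3.3-HA region to be covered moved the H3K27ac fold most, to 16.2.

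Whether regions holding H3.3 were those that lost a mark was asked of regions in both WT libraries. For H3K27ac 22.0% of the regions with H3.3-HA and 47.4% of those without it were lost. After matching on region width the difference was -4.49 percentage points (bootstrap 95% interval -5.48 to -3.49), and without matching, which moved it most, it was -25.4. Leaving out WT replicate 1 gave -1.82 points. For H3K36me3 6.27% and 25% were lost, a matched difference of -4.59 points (-6.22 to -2.83), which was -11.4 without cKO replicate 2.

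The study asked how the marks behave at genes that change in cKO macrophages, in particular interferon-stimulated genes. In the interferon list 24 of 69 genes (34.8%) had a gained H3K27ac region, against a mean of 16.3% (95% range 8.70 to 24.6%) in matched random lists. The one-sided permutation p was 1e-04, the smallest that 10000 lists can give, with an adjusted p of 0.000200. Counting promoters only moved this result most, to 10.4% with a permutation p of 0.0559. A gain needs a region absent from both WT libraries, so a promoter region that only widened in cKO was not counted. A gained H3K36me3 region was found at 16 of 66 genes (24.2%), against 6.04% (1.52 to 12.1%), with a permutation p of 1e-04. By gained H3K27ac length the leading members were Ifi44 (4567 bp), Slfn1 (3833 bp), Psmb9 and Tap1 (3731 bp each, from the same region on chromosome 17, 34186441 to 34190171) and Ifi213 (3049 bp). By gained H3K36me3 length they were Ifi44 (17929 bp), Oasl1 (12563 bp), Ifit3b (2830 bp), Phf11b (2673 bp) and Rtp4 (2628 bp).

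The RNA up list, which shared 4 genes with the interferon list, had gained H3K27ac regions at 82 of 217 genes (37.8%, random mean 21.2%) and gained H3K36me3 regions at 44 of 140 genes (31.4%, random mean 11.4%), both with the smallest possible permutation p of 1e-04. With promoters only the H3K27ac share was 22.9% and the permutation p was 0.0638, again without regions that only widened. The RNA down list had lost H3K27ac regions at 99 of 195 genes (50.8%, random mean 44.1%, permutation p 0.0191, adjusted 0.0255). It had lost H3K36me3 regions at 74 of 185 genes (40%, random mean 31.6%, permutation p 0.00350, adjusted 0.00560). The lipid list had lost H3K27ac regions at 18 of 35 genes (51.4%, random mean 36.3%, permutation p 0.0303, adjusted 0.0346) and lost H3K36me3 regions at 12 of 35 (34.3%, random mean 21.3%, permutation p 0.0376, adjusted 0.0376). The lipid results did not hold under every setting. With lists of equal length the permutation p was 0.0988 for H3K27ac and 0.249 for H3K36me3, and Fisher's exact test, which does not match on gene length, gave 0.228 and 0.245. For the other lists Fisher's exact p ranged from 1.26e-14 to 0.00408. The macrophage list, a set without a planned comparison, had gained H3K27ac regions at 4 and lost regions at 8 of 20 genes (random means 16.1% and 39.5%). For H3K36me3 it had gained regions at 0 of 20 genes (random mean 13.1%) and lost regions at 1 of 20 (5%), below the random range of 15 to 45% with a mean of 29.4% (two-sided Fisher's exact p 0.0375, not adjusted). Genes are not independent replicates, so these values describe the libraries at hand. Members of the interferon list, such as Ifi44, and Lpin1 of the lipid list were shown by the study, so these lists are not wholly independent of it.

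**Figure D3:**
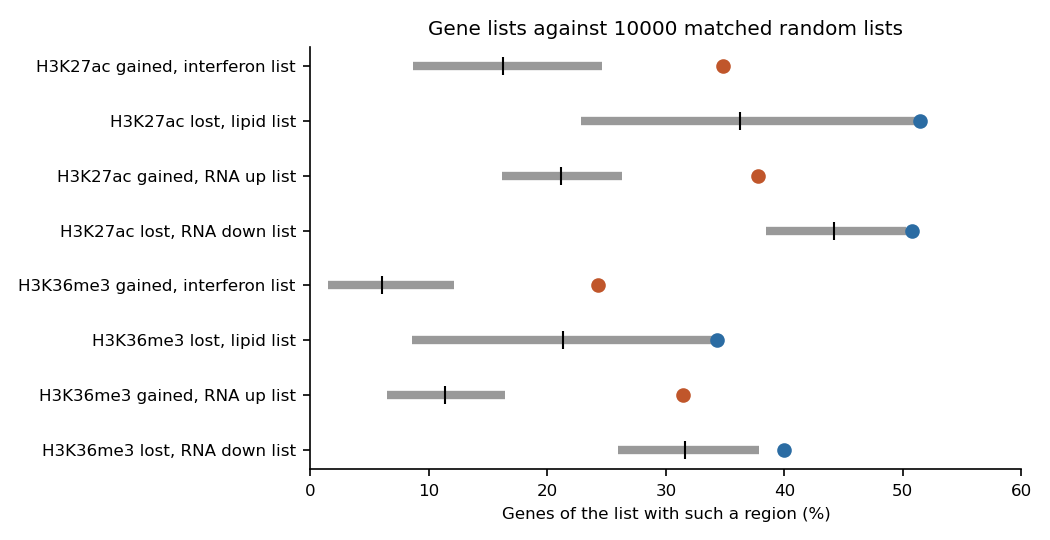
Percentage of the genes of each list that had a gained (orange) or lost (blue) region, for both marks. Grey bars span the central 95% of 10000 matched random lists and black ticks mark their means. The 4 gained comparisons lie above the random ranges, from 24.2% to 37.8%, and the lipid list lies at the upper end of its ranges, at 51.4% and 34.3%.

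At the genes the study displayed, coverage was compared per library. At Ifi44 (chromosome 3, 151730922 to 151749960, minus strand) no WT or H3.3-HA library had a region. In cKO, H3K27ac regions covered 17.9% ± 5.92 and H3K36me3 regions 83.6% ± 14.9 of the gene (SD, n = 2 each). The gained H3K27ac region (151745755 to 151750321) included the first exon, and the gained H3K36me3 region (151730222 to 151748850) spanned 18629 bp. At Lpin1 (chromosome 12, 16535669 to 16610966, minus strand) H3K36me3 coverage was 55.3% ± 0.241 in WT and 7.61% ± 7.94 in cKO, and H3K27ac coverage 4.55% ± 2.09 and 0.864% ± 0.281 (SD, n = 2 each). Its lost H3K27ac regions were intronic by midpoint (16568673 to 16569949 and 16588151 to 16590239). The region from 16588151 nevertheless included the first exon of an annotated Lpin1 transcript (16589718 to 16589770). Regions of both WT libraries covered that exon, so this loss included an annotated start site. Adgre1 (chromosome 17, 57358691 to 57483527) had H3.3-HA regions over 19.4% ± 5.66 of its length, H3K27ac over 7.77% ± 3.56 in WT and 1.21% ± 0.697 in cKO, and H3K36me3 over 69.7% ± 0.931 and 73.0% ± 8.91 (SD, n = 2 each). Its lost H3K27ac regions were all intronic by midpoint. Within 1 kb of its start site, H3K27ac regions covered 1103 and 723 bp in WT and 1401 and 1357 bp in cKO. At Impdh1 (chromosome 6, 29200434 to 29216364) H3K27ac coverage was 4.93% ± 2.53 in WT with no region in cKO, and H3K36me3 coverage was 36.6% ± 0.0355 and 18.3% ± 17 (SD, n = 2 each). Cntnap5c (chromosome 17, 57769570 to 58410355) had no region in any of the 10 libraries.

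**Figure D4:**
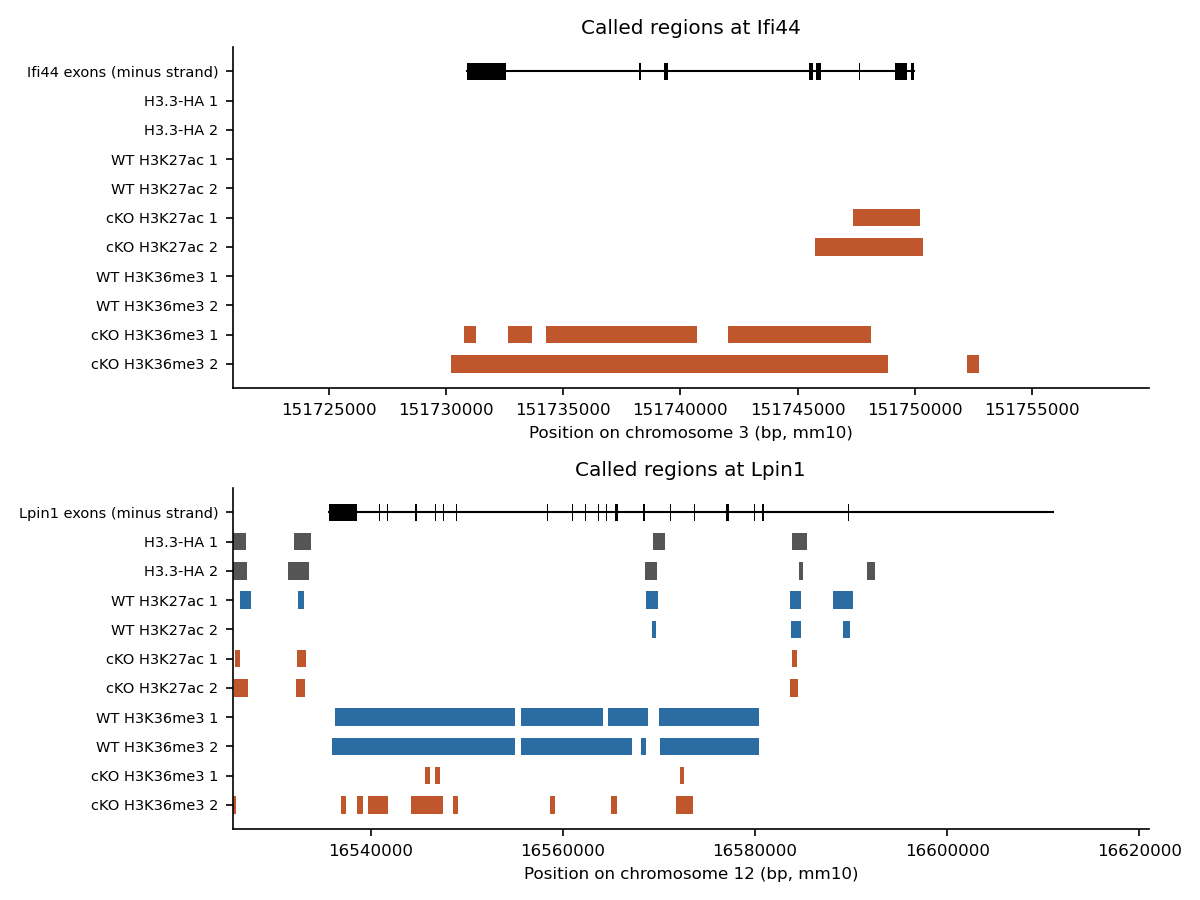
Called regions of each of the 10 libraries (grey H3.3-HA, blue WT, orange cKO) along Ifi44 and Lpin1, with exons as black boxes, against position in bp on mm10. At Ifi44 the cKO libraries alone carry regions, and at Lpin1 H3K36me3 regions cover 55.3% of the gene in WT and 7.61% in cKO.

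Changes of both marks were compared per gene over 9387 genes that could carry both. Gains of both marks were found at 241 genes against 205 expected from permutations within deciles of gene length (odds ratio 1.71, one-sided permutation p 0.000900). Losses of both marks were found at 1617 genes against 1573 expected (odds ratio 3.35, permutation p 0.00410). For opposite changes, also added after the data were seen, 574 genes had a gained H3K27ac and a lost H3K36me3 region against 590 expected (odds ratio 1.38), and 554 had a lost H3K27ac and a gained H3K36me3 region against 531 expected (odds ratio 2.51). The odds ratios, which are not matched on gene length, were thus above 1 for every pairing and do not show a shared direction. Lists of equal length gave 377 genes with gains and 984 with losses, with permutation p-values of 0.114 and 0.0665, so neither excess held there. In absolute number, widening the window to 20 kb on both sides moved the counts most among the alternatives that kept all libraries, to 500 and 2494 genes.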

Values the study reported

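The study reported 27645 H3.3-HA peaks, of which 57.09% were placed in gene bodies and 30.46% in intergenic DNA. For H3K27ac it reported 4370 peaks that increased and 3022 that were reduced in cKO cells. It placed 16.35% of the gained H3K27ac peaks at promoter-TSS. For H3K36me3 it reported 2748 gained and 1435 lost peaks.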

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

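The filters and equal-length lists that ranked regions by list order were chosen after seeing the data. The other alternatives were set in advance. Over 26 results there were 226 alternative values, of which 151 kept their direction and their side of the threshold, or for counts and untested values stayed within their tolerance. The other 75 were weaker, reversed or moved, and a genotype separation without a replicate, which has no tolerance, counts as moved even where it kept its direction. Of the values set in advance 134 were the same, 62 moved, 9 were weaker and 2 were reversed, and of the added ones 17 were the same and 2 moved. The cause was not tested for the changes below unless stated.

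Differences in region number and covered length stayed negative under every alternative, but no exact permutation p can fall below 0.333 here, so their threshold carried no information. For H3K36me3 covered length the exact permutation p rose to 0.667 with the top 75% of the lists, with lists of equal length (each by width and by list order) and with regions of at least 1 kb, so the genotypes overlapped there. Replicate numbers are shared between WT and cKO, but same-numbered libraries did not deviate together: the correlation of their deviations over merged regions was 0.0101 for H3K27ac and -0.00914 for H3K36me3. With a replicate block, the mean log2 ratios of cKO to WT were -0.61 for both the number and the length of H3K27ac regions, -0.19 for H3K36me3 number and -0.46 for H3K36me3 length, each with an exact sign-flip p of 0.5, the smallest possible. Leaving out each replicate gave differences in number from -23533 to -16399 for H3K27ac and from -6250 to -5909 for H3K36me3. The covered length ranged from -36.0 to -20.2 Mb for H3K27ac and from -76.3 to -3.55 Mb for H3K36me3, the latter without cKO replicate 1. The genotype separation ranged from 0.177 to 0.224 for H3K27ac and from -0.0237 to 0.303 for H3K36me3. It was reversed for H3K36me3 without WT replicate 1 (-0.0237) and WT replicate 2 (-0.0231), because only the less similar cKO pair then stood for the pairs within a genotype.

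Counts of regions moved with some choices of unit and not with others. Gained and lost counts of both marks moved with a minimum width of 1 kb and with bins of 1 kb. They stayed within their tolerance with autosomes only, the top 75% by width, the stricter overlap rule and joined regions. Lists of equal length lowered the lost H3K27ac regions to 6239 by width and 5954 by list order, by construction, since the WT lists were shortened. A minimum width of 1 kb gave 1666 gained and 6098 lost H3K27ac regions, 456 gained and 3299 lost H3K36me3 regions and 11095 shared H3.3-HA regions, because fewer regions entered. One-kilobase bins gave 7175 and 22448 for H3K27ac and 6206 and 21772 for H3K36me3, because a wide region counts as several bins. The top 75% by list order gave 894 gained H3K36me3 regions. Leaving out each replicate gave from 4344 to 12152 gained and from 15207 to 32224 lost H3K27ac regions, and from 2160 to 9085 gained and from 6249 to 15647 lost H3K36me3 regions, since fewer libraries had to meet the rule. The H3.3-HA genic share was 71.5% of covered bases and 74.8% with all annotated genes, and from 69.1 to 70.4% with a single replicate.

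Among gene lists, the H3K36me3 interferon, RNA up and RNA down results and the H3K27ac RNA down result stayed past 0.05 under each alternative that kept all libraries. Promoters only weakened the H3K27ac interferon result to 10.4% (permutation p 0.0559), the RNA up result to 22.9% (0.0638) and the lipid result to 15.4% (0.0863). The rule for gains and losses treats a promoter region that only widened or narrowed as unchanged. The H3K27ac lipid result was also weaker with 20 kb windows (56.8%, permutation p 0.127), the 50% overlap rule (42.9%, 0.117) and equal lists (35.5%, 0.0988). The H3K36me3 lipid result was weaker with 20 kb windows (41.7%, permutation p 0.0701), with 5 kb on both sides (34.3%, 0.0620) and with equal lists (22.9%, 0.249). Leaving out each replicate gave H3K27ac shares from 42.0 to 60.3% (interferon), 51.4 to 80.6% (lipid), 45.4 to 61.0% (RNA up) and 57.7 to 69.9% (RNA down). The H3K36me3 shares ran from 27.3 to 39.3%, 37.1 to 62.9%, 34.9 to 50.9% and 41.0 to 58.2% in the same order. The random means rose as well, because fewer libraries had to meet the rule, to between 24.7 and 40%, 41.9 and 58.8%, 30.9 and 49.6%, and 50.4 and 63.1% for H3K27ac, and between 9.16 and 22.3%, 22.9 and 47%, 15.7 and 38%, and 34.6 and 54% for H3K36me3. Genes gaining both marks numbered 500 with 20 kb windows, 377 with equal lists (permutation p 0.114) and from 512 to 1823 without a replicate, and genes losing both 2494, 984 (0.0665) and from 1831 to 2997.

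The fold of H3.3-HA overlap stayed past its threshold throughout, from 8.46 to 9.95 for H3K27ac and from 3.15 to 3.35 for H3K36me3 without a replicate. The matched difference in lost share stayed below 0, without a replicate from -4.72 to -1.82 points for H3K27ac and from -11.4 to -4.12 points for H3K36me3. With the 50% overlap rule it was -3.91 points for H3K36me3. The caller's tag threshold ran from 7 to 18 tags across the 10 libraries, and the effect of depth on the presence or absence of calls was not tested.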

Other observations

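The tests of depth, of the IgG filter and of the tag share, the counts over splits, the comparisons of single pairs of libraries, the counts of regions under 2 kb, and the tests at H3f3b were chosen only after the results were seen. Lyz2, Lyz1, Xist and the Y genes were named for their tests and lie outside the rule for named genes.

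Fewer regions were called in cKO for both marks, and sequencing depth is argued against as the reason. The cKO libraries had 124% of the WT tags for H3K27ac and 162% for H3K36me3, and the WT H3K27ac library with the fewest tags still had more regions than either cKO library. The IgG filter removed more putative peaks in cKO, but the extra amounted to 1.14% of the difference in H3K27ac regions and 45.3% of that in H3K36me3 regions. The filter could therefore account for part of the H3K36me3 difference and not for all of it. The share of tags in H3K27ac regions in cKO was 65.0% of the WT value. Weaker enrichment in the cKO libraries and less acetylation in the cKO cells cannot be told apart here, because the share is computed from the same calls and spike-in reads were not used here.

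The basis of the excess of lost over gained regions stayed open for both marks. For H3K27ac the ratio of lost to gained regions fell from 4.26 to 1.40 with lists of equal length, between the ratios of 1.03 and 1.60 that the crossed splits gave under the same setting. With full lists the crossed splits gave 1.09 and 3.15. In single pairs of a WT and a cKO library the ratio of WT-only to cKO-only regions ran from 1.76 to 3.85. Between replicates 1 and 2 of the same genotype, the matching ratio was 1.59 in WT and 0.542 in cKO. Unequal numbers of calls and a true excess of losses cannot be told apart from these lists. For H3K36me3 the ratio was 0.688 without cKO replicate 1 and 2.78 without cKO replicate 2. Leaving out a cKO library eases the rules for both gains and losses, so these ratios are not directly comparable with that from all libraries. In single pairs of a WT and a cKO library the ratio of WT-only to cKO-only regions was 4.66 and 5.38 for cKO replicate 1. It was at most 1.36 for cKO replicate 2. Tags in regions made up 19.3% of all tags in cKO replicate 1 and 46.5% in cKO replicate 2. For this mark the ratio between replicates 1 and 2 of the same genotype was 0.833 in WT and 0.179 in cKO. The excess may come largely from cKO replicate 1, and whether it comes from that library alone cannot be told apart from a smaller excess in both with 2 libraries. Marginal calls and real changes cannot be told apart either. Among regions of at least 2 kb the genotype split gave 16.9 times the larger crossed count for H3K27ac and 6.86 times for H3K36me3, and among regions under 2 kb 6.01 and 3.17 times. Each crossed split pairs a WT with a cKO library, so a difference in enrichment between the genotypes would raise the genotype split alone, and the lists hold no heights. For each mark 1 of the 3 splits of the 4 libraries, the genotype split itself, gave as many regions, and 3 splits cannot give a lower share.

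The sex chromosomes separated the marks and not the genotypes. H3K27ac regions covered 11.1% and 9.84% of Xist in the WT libraries and 12% in each cKO library, with a region at 0 of 4 single-copy Y genes (Ddx3y, Eif2s3y, Kdm5d and Uty). The H3K36me3 libraries had no region at Xist and regions at 4 of 4 Y genes in every library. The H3.3-HA libraries had no region at Xist, and replicate 1 had regions at 3 of 4 Y genes and replicate 2 at 0 of 4, so their sex stays open. All 8 libraries of the marks followed the prediction for mice of different sex between the marks, with female mice behind the H3K27ac libraries and male mice behind the H3K36me3 libraries. A problem in the mapping of Y reads is argued against, since even the H3K36me3 library with the fewest had regions at 4 of these Y genes. A candidate explanation is that the marks were profiled in different mice, so that the same replicate number in both marks need not be the same animal. Within each mark sex did not differ between genotypes, so it could not produce the genotype differences.

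At Lyz2 (chromosome 10, 117277331 to 117282321), where Cre is inserted in the cKO mice, the marks moved apart. H3K27ac regions covered 82.7% ± 8.17 in WT and 18.5% ± 7.99 in cKO, and H3K36me3 regions 65.2% ± 1.29 and 89.0% ± 15.5 (SD, n = 2 each). The neighbor Lyz1, which carries no insertion, had no H3K36me3 region in any library. H3K27ac regions covered 38.1% ± 2.86 of it in WT and 13.5% ± 19 in cKO (SD, n = 2 each), where the libraries gave 0% and 26.9%. The test was whether Cre insertion removes the H3K36me3 region, which it did not, since 89.0% was covered in cKO. Transcription through the inserted Cre could carry this mark, so an effect of the insertion and an effect of H3.3 loss on H3K27ac at Lyz2 cannot be told apart.

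Gained regions may be places that hold no H3.3 in tagged cells, and this idea was tested for both marks. Gained H3K27ac regions overlapped H3.3-HA in 24.2% of cases, lost regions in 26.5% and regions in all 4 libraries in 59.4%. At matched width the gained regions differed from the kept ones by -16.9 percentage points (95% interval -24.5 to -10.4), but from the lost ones by only -1.08 (-2.68 to 0.506). The share thus separated changed from kept regions and not gained from lost ones, and H3.3 absence and weaker signal at changed regions cannot be told apart. For H3K36me3 the shares were 25.2% of gained, 7.20% of lost and 35% of kept regions. The matched difference from kept regions, -2.86 points (-9.77 to 11.7), did not decide. Gained regions overlapped H3.3-HA more often than lost ones by 18.5 points at matched width (15.5 to 21.3), which argues against a lack of H3.3 that sets gained H3K36me3 regions apart from lost ones.

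H3f3b, a deleted gene, held more called length in the libraries labelled cKO than in WT for both marks. An exchange of the WT and cKO labels is argued against. Under it the RNA up list would carry lost regions more often than random lists, and it carried lost H3K27ac regions at 29.5% of its genes against 47.2% (41.5 to 53.0%) and lost H3K36me3 regions at 19.3% against 33.4% (26.4 to 40.7%). Incomplete deletion alone is argued against too, since alleles left intact would bring the covered share at most to that of WT, and H3K27ac regions covered 64.5% ± 12.9 in cKO and 24.0% ± 0.175 in WT (SD, n = 2 each). Stitching of regions across a deleted interval is argued against, since 0 of 4 cKO libraries had a region on exon 2 or exon 3 of H3f3b-201. Intact alleles with more acetylation and reads from other copies of the sequence were not tested. The cKO regions on exons 1 and 4 lie in the floxed interval, so some DNA of that sequence was left in the cKO libraries, from intact alleles or from other copies, and how much of the added length lies inside was not measured. In the study, H3f3b deletion appeared complete in some cKO samples and partial in others, so intact alleles are possible here.

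Some counts differed from values the study gave. Gained H3K27ac regions numbered 2995 here. That is lower than the value quoted from the study above. Lost H3K27ac regions numbered 12771 here. That is higher than the value quoted from the study above. Gained H3K36me3 regions numbered 1433 here. That is lower than the value quoted from the study above. Lost H3K36me3 regions numbered 5559 here. That is higher than the value quoted from the study above, and for both marks the balance of gains and losses with all libraries went the opposite way. Leaving out cKO replicate 1 eases the rules for both gains and losses. Without it there were 9085 gained and 6249 lost H3K36me3 regions, so that balance turned toward gains. The study compared read counts in regions, and the counts here rest on calls that are present or absent, so the measures are not the same.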
